A study of Bombus terrestris with 70 samples.

How the data were processed

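Messenger RNA was sequenced from the brain, the fat body and the ovary of Bombus terrestris queens. Per the labels, each library came from 1 tissue of a single queen, was made with a stranded mRNA kit and was sequenced on 2 lanes. Queens received 1 of 2 treatments. In egg removal (R) the eggs were taken away, and in the control (C) the eggs were taken away and put back, so that control queens met the same disturbance. Queens were sampled at 2 time points of their cohort, at 10% deaths (TP1) and at 60% deaths (TP2). The labels list 70 samples. The tables held a column for 68 of them. The fat body control samples at TP2 with the replicate numbers 4 and 6 had none, so that group had 4 libraries.

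The deposited signal values are normalized read counts, 1 table per tissue and 1 column per queen. The labels do not state how the values were made, so this was read from the values themselves. They carry decimals, and the median ratio to the geometric mean of each gene was equal in all columns of a table, so each table had been scaled by medians of ratios within its tissue. Low values gathered near multiples of 1 step per library but spread around them, so whole reads could not be recovered. The cause of this spread was not tested. The aligner, the genome build, the annotation, the counting of reads on their strand and the filter on genes are not given in the sources used here. The 3 tables held 10435 genes in the brain, 10432 in the fat body and 10418 in the ovary, and 1.72%, 3.09% and 2.59% of their values were 0.

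The depth of each library was estimated as its total divided by the value of 1 read, taken as the median of the lowest cluster of positive values in that library (values under 1.6 times the value ranked 10 from the lowest). This is approximate. It gave 24.1 to 56 M reads in the brain, 12.1 to 60.2 M reads in the fat body and 19.6 to 68 M reads in the ovary. No counting interval per gene was computed, since the reads behind a value are not known exactly.

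Gene identifiers are printed as the tables give them. A RefSeq gene table gave symbols for 93.4% of identifiers in the brain, 93.4% in the fat body and 93.2% in the ovary. It held no product names, and its assembly could not be matched to the one the authors used, so no position, gene length or function is given. Genes that share reads with a near-identical copy could not be identified, and every gene below carries that uncertainty.

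Each tissue was analysed alone, as planned. Genes were kept where the mean was at least 1 in at least 1 group, which left 10388 genes in the brain, 10383 in the fat body and 10401 in the ovary. Values were taken as log2 of the value plus 1. A model with a mean for each of the 4 groups was fitted with limma 3.58.1 in R 4.3.3 (statmod 1.5.0), with a trend in the prior variance and its robust option. The groups of a tissue thereby shared 1 estimate of the spread. The 5 contrasts per tissue were egg removal against control at TP1 and at TP2, TP2 against TP1 in control and in egg removal, and the interaction, which is the change with age in egg removal minus that in control. P-values were adjusted with the Benjamini-Hochberg method within each of the 15 comparisons. A gene was called at an adjusted p under 0.05. The plan, written before the data were examined, allowed for a count model if the tables held counts and named this limma fit for any other unit. The values were normalized, so no count model was used.

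Genes named in the text followed a rule fixed before the data were examined. In each comparison these were the called genes with the smallest p, 2 in each direction where at least 20 genes were called and otherwise 1, and 1 in each direction for the interaction. This rule gave 41 results for 32 pairs of gene and tissue, with LOC105666040 named in both fat body and ovary. Genes of lists fixed in advance were to be named as well, but without product names only Kr-h1 and Def could be identified, by symbol. Each was alone in its list, so its p adjusted over the list alone equals its unadjusted p. LOC100644055 was singled out after its values were seen, as was the level of LOC100650436 in the brain. Set tests on the fixed lists were planned but not run, since the lists could not be built. A joint test of the change with age between tissues was planned only for tables of counts and was left out for that reason. Scaling by tissue does not rule it out, since changes are ratios within a table.

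The fit was tested on simulated data, in 5 simulated sets per tissue with 200 changed genes each. These data were made from each gene's mean over all libraries of a tissue and its spread in the fit of all groups. Changes were put into egg removal TP2 and read from its comparison with control TP2. Genes with low means were not changed. Every simulated group had the same spread, so the unequal spread of real groups was not tested. The fit recovered 80% of genes changed by a log2 of 1 in the brain (10388 genes), 52.8% in the fat body (10383 genes) and 57% in the ovary (10401 genes). At a log2 of 2 it recovered 91.8%, 76.4% and 81%. Of the calls, 3.8%, 5.95% and 6.08% were false, and an unchanged comparison gave 0 calls in each tissue. The simulated noise was independent between genes, which noise in real libraries is not.

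Correlations across genes compared the changes with age in both treatments, and the egg removal effect at TP1 with the change with age in control. Genes are not independent replicates, so no p across genes was computed. The first was compared with 100 assignments of time points within each treatment, the real one included. The second shares control libraries between its parts, so it was compared with 100 simulated sets of unchanged groups. It was also computed with the 6 control libraries divided between the parts in all 20 ways.

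The alternatives planned in advance were quantile normalization, weights per library, no filter, a stricter filter (at least 5 in as many libraries as the smallest group holds), pseudocounts of 0.1 and 5, only the 2 groups compared in the fit, the replicate number as a block, an absolute log2 change of at least 1 (for counts of genes only), no robust option, and leaving out each library in turn. Chosen after the data were seen were estimated depth, LOC100644055 or the level of fat-body-enriched genes (against control TP1 or each library's own group) as a covariate, weights per group, scaling of each library to the same total, quantile normalization for the first correlation, and leaving out libraries for the second. A count of genes was taken as moved when it differed by more than 1.5 times. A correlation was taken as moved when it differed by more than 1 jackknife standard error over libraries. That error is built from the fits without single libraries, so it is no limit for those fits, and only their range is given. For each comparison, labels were redrawn among the libraries of the groups compared until 100 divisions, the real one included, had been fitted.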

Results

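Normalized read counts were available for 22 brain, 22 fat body and 24 ovary libraries of Bombus terrestris queens. The treatments were egg removal and a control in which eggs were removed and put back, and queens were taken at 10% (TP1) and 60% (TP2) deaths of the cohort. In the brain, both TP1 groups held 6 queens and both TP2 groups held 5. Fat body control TP2 held 4 queens and the other groups 6. In the ovary every group held 6. Estimated depth per library ran from 24.1 to 56 M reads in the brain, 12.1 to 60.2 M reads in the fat body and 19.6 to 68 M reads in the ovary. Depth differed most between fat body groups, with 28.2 ± 14.6 M reads (SD, n = 6) in control TP1 and 49.3 ± 8.08 M reads (SD, n = 6) in egg removal TP1. In the ovary, control TP2 had 42.8 ± 17 M reads (SD, n = 6), and the means of the other groups lay between 53.8 and 57.2 M reads.

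The first principal component held 30.9% of the variance in the brain, 35.5% in the fat body and 55.6% in the ovary. On this component the ovary libraries of control TP2 lay between -205 and -19.3, and those of the other 3 ovary groups between -5.25 and 62.2. The median correlation of a library with the others of its tissue fell as low as 0.757 in ovary control TP2, against 0.958 or more in the other ovary groups. Fat body egg removal TP1 lay between 21.6 and 94.5 on the first component and control TP1 between -43.2 and 14.8. The brain groups overlapped on this component. Brain libraries whose top gene was LOC100644055 scored 19.6 to 60.2 on it, and the others -43.5 to -14.1.

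**Figure D1:**
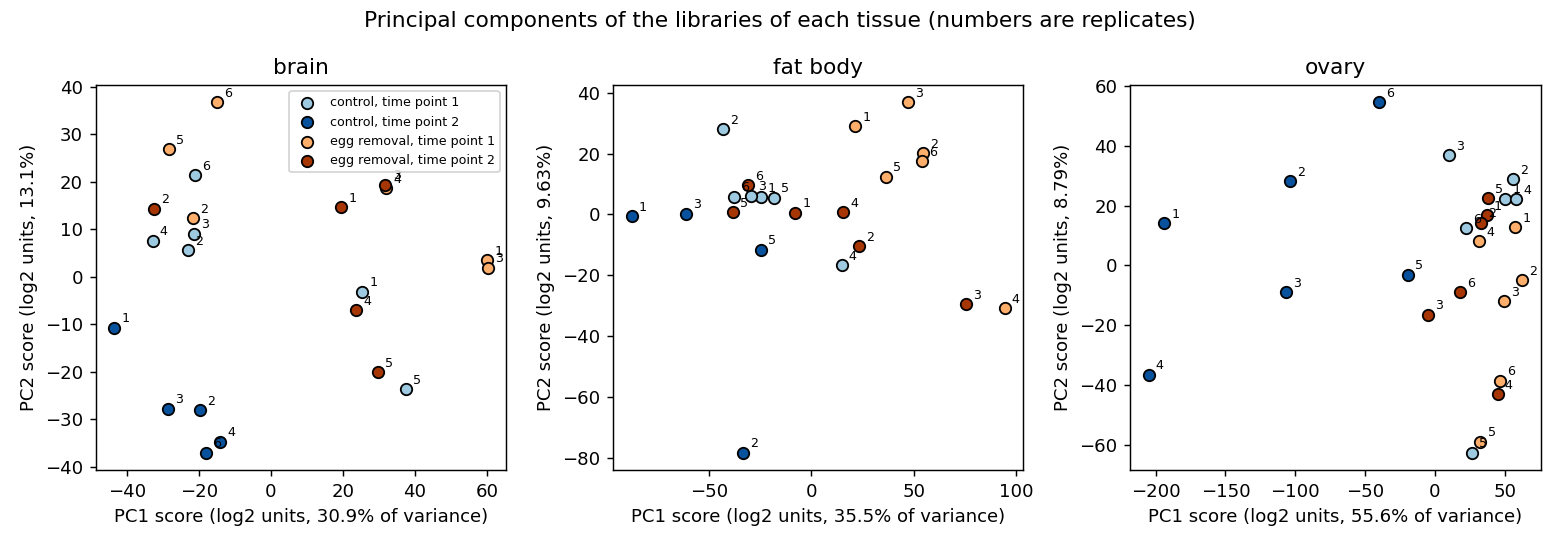
Scores of each library on the first 2 principal components of log2 normalized counts, 1 panel per tissue, with axes in log2 units and numbers giving the replicate. The ovary libraries of control TP2 spread from -205 to -19.3 on the first component.

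The treatments were compared at TP1 to ask how expression differed early in the life of the cohort when eggs were removed, which is meant to raise the costs of reproduction. In the brain 246 of 10388 genes were called, 74 higher and 172 lower in egg removal. LOC100643931 was higher by a log2 of 1.09 (SE 0.16, adjusted p = 0.000803), at 237.3 ± 51.5 (SD, n = 6) against 109.4 ± 16.5 (SD, n = 6). LOC100648333 changed by -1.32 (SE 0.15, adjusted p = 0.000255), at 246.8 ± 61.2 against 609.9 ± 107. The groups did not overlap for either gene. LOC100650119 was also higher (0.96) and LOC100648224 lower (-2.24). The brain count moved most with a limit of 1 on the absolute log2 change, to 41, and weights per library gave 898, 438 higher and 460 lower. With each library scaled to the same total, an alternative chosen after the data were seen, 49 genes were called, 2 higher and 47 lower. LOC100643931 and LOC100650119 then lost their calls (adjusted p 0.149 and 0.154). The median log2 change over all genes was -0.286 under this scaling, against 0.004 in the main fit. Normalized totals were 42 to 80.4 M in brain libraries with LOC100644055 as the top gene and 34.5 to 37.6 M in the others. The brain count fell as low as 132 without control TP1 replicate 3 and rose as high as 460 without egg removal TP1 replicate 5. It moved by more than 1.5 times in 9 of 12 such fits.

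Fat body libraries at TP1 gave 3364 calls among 10383 genes, 1715 higher and 1649 lower in egg removal. LOC100645929 was higher by a log2 of 1.65 (SE 0.2, adjusted p = 0.000122), at 8888 ± 1570 (SD, n = 6) against 2790 ± 191 (SD, n = 6). LOC100645891 changed by -1.44 (SE 0.18, adjusted p = 0.000122), at 1146 ± 233 against 3094 ± 509. LOC100651285 (1.33) and LOC100649058 (-1.31) were the next named, and the groups did not overlap for any of these 4 genes. Egg removal libraries were deeper in this comparison, and 1650 genes were called with estimated depth as a covariate, 1498 of them among the 3364. The balance of directions depended on the scaling. With libraries scaled to the same total 6080 genes were called, 216 higher and 5864 lower, 1948 of them among the 3364, and the values do not show which scaling is closer to amounts per cell. Without any 1 library the count stayed between 2672 and 3323.

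In the ovary at TP1, limma called 0 of 10401 genes, with a smallest adjusted p of 0.067. An unadjusted p under 0.05 was reached by 1111 genes, where 520 are expected by chance. Weights per library gave 678 calls, weights per group gave 434, and a fit of the 2 groups alone gave 40. The main fit took its spread from all ovary groups, control TP2 included, whose libraries were the most spread on the first principal component. Its 0 calls are therefore no evidence that the treatments did not differ.

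At TP2 the same comparison addressed the later life of the cohort. In the brain 890 genes were called, 382 higher and 508 lower in egg removal. LOC100650361 was higher by a log2 of 0.81 (SE 0.078, adjusted p = 4.34e-06), at 392.5 ± 31.1 (SD, n = 5) against 223.4 ± 8.69 (SD, n = 5). LOC100651746 changed by -0.79 (SE 0.069, adjusted p = 1.99e-06), at 1391 ± 117 against 2403 ± 252. LOC105666912 (0.48) and LOC100648836 (-0.48) were the next named, and the groups did not overlap for any of these 4 genes. Weights per library gave 1206 higher and 1120 lower, and scaling to the same total 18 higher and 269 lower, with LOC100650361 and LOC105666912 not called (adjusted p 0.261 and 0.611). The median log2 change over all genes was -0.304 under that scaling, against 0.002 in the main fit. The count lay between 504 without egg removal TP2 replicate 3 and 1761 without control TP2 replicate 3.

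At TP2, 478 fat body genes were called, 240 higher and 238 lower in egg removal. LOC100650436 was higher by a log2 of 5.82 (SE 0.84, adjusted p = 0.00653), at 4594000 ± 1630000 (SD, n = 6) against 362000 ± 649000 (SD, n = 4). The lower mean rests on replicate 5 (1335000), and the other 3 control libraries lay between 11430 and 70360. LOC100643262 changed by -5.03 (SE 0.8, adjusted p = 0.00734), at 67.11 ± 40.1 against 3906 ± 3130. Control replicate 5 (143.7) lay just above the highest egg removal library (142), and the other control libraries lay between 2536 and 6828. LOC100648724 (1.01) and LOC100644182 (-2) were the next named, and the groups did not overlap for any of the 4. In a fit of the 2 groups alone 0 genes were called, and the adjusted p of these 4 genes lay between 0.0881 and 0.11. Scaled to the same total, the libraries gave 72 higher and 303 lower, without LOC100648724 (adjusted p 0.0804). Single libraries decided the size of the count, which was 12 without control TP2 replicate 1 and 1374 without control TP2 replicate 5.

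In the ovary at TP2, 6124 genes were called, 3005 higher and 3119 lower in egg removal, and 3365 of them differed by a log2 of at least 1. LOC100650005 was higher by a log2 of 1.5 (SE 0.12, adjusted p = 1.59e-07), at 7183 ± 584 (SD, n = 6) against 2577 ± 500 (SD, n = 6). LOC100645516 changed by -2.3 (SE 0.24, adjusted p = 1.23e-05), at 1916 ± 877 against 9120 ± 2710. LOC100646500 (2.06) and LOC100645457 (-4.48) were the next named, and the groups did not overlap for any of these 4 genes. Without any 1 library the count stayed between 5438 and 6655. Weights per group gave 4454 calls and a fit of the 2 groups alone gave 4456.

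**Figure D2:**
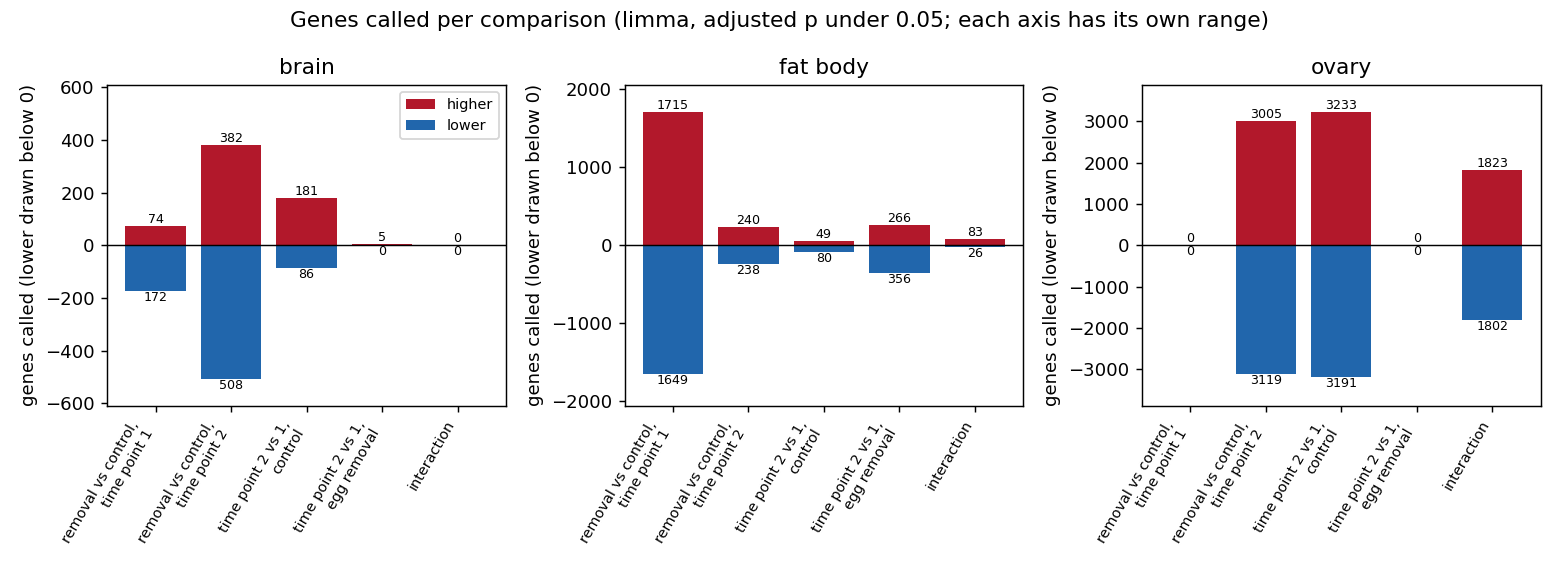
Number of genes called at an adjusted p under 0.05 in each tissue and comparison, with higher genes drawn above 0 and lower genes below 0 and a separate axis range for each tissue. In the ovary, 6124 genes were called between treatments at TP2 and 0 at TP1, with the spread shared by all groups of the tissue.

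Change with age was measured in each treatment as TP2 against TP1. In the control, 267 brain genes were called, 181 higher and 86 lower at TP2. LOC100642296 was higher by a log2 of 2.97 (SE 0.31, adjusted p = 6.88e-05), at 5348 ± 1690 (SD, n = 5) against 679.6 ± 220 (SD, n = 6). LOC100650361 changed by -0.62 (SE 0.075, adjusted p = 0.000186), at 223.4 ± 8.69 against 343.8 ± 18.5. LOC100648836 (0.36) and LOC105666912 (-0.38) were the next named, and the groups did not overlap for any of these 4. The count lay between 140 without control TP1 replicate 2 and 653 without control TP2 replicate 3. The excess of higher genes was absent in the latter (327 higher and 326 lower) and with weights per library (563 and 593). Scaling to the same total left 27 calls, 26 higher and 1 lower, without LOC100650361, LOC100648836 and LOC105666912 (adjusted p 0.607, 0.639 and 1).

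In the fat body of control queens 129 genes were called, 49 higher and 80 lower at TP2. LOC105666040 was higher by a log2 of 3.85 (SE 0.63, adjusted p = 0.00869), at 30.95 ± 20.4 (SD, n = 4) against 1.673 ± 3.47 (SD, n = 6). Its highest control TP1 library (8.715) exceeded the lowest TP2 library (5.881), and 3 control TP1 libraries were at 0. Its log2 change ranged from 2.3 to 5.84 over the alternatives, since it depends on the value added before taking logs. LOC110119460 changed by -3.63 (SE 0.54, adjusted p = 0.00522), at 38.44 ± 42.4 against 354.8 ± 125. LOC105667088 (0.9) and LOC100648724 (-1.05) were the next named. In a fit of the 2 groups alone 0 genes were called, and these 4 genes had adjusted p between 0.0731 and 0.114. Scaling to the same total gave 37 calls, without LOC105667088 (adjusted p 0.139). The count was 10 without control TP2 replicate 2 and 644 without control TP2 replicate 5.

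In the ovary of control queens 6424 genes were called, 3233 higher and 3191 lower at TP2. LOC100645516 was higher by a log2 of 2.31 (SE 0.24, adjusted p = 1.04e-05), at 9120 ± 2710 (SD, n = 6) against 1818 ± 513 (SD, n = 6). LOC100650005 changed by -1.27 (SE 0.12, adjusted p = 3.63e-06), at 2577 ± 500 against 6184 ± 792. LOC105666040 (5.12) and LOC105667024 (-1.66) were the next named, and the groups did not overlap for any of these 4 genes. Without any 1 library the count stayed between 5768 and 6925. Weights per group gave 4569 calls and a fit of the 2 groups alone gave 4662.

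In egg removal queens 5 brain genes were called, all higher at TP2. LOC100642296 had a log2 change of 2.27 (SE 0.31, adjusted p = 0.00288), at 1119 ± 400 (SD, n = 5) against 239.7 ± 112 (SD, n = 6), and an adjusted p of 0.0588 in a fit of the 2 groups alone, which called 0 genes. The count was 24 without egg removal TP1 replicate 5, 19 higher and 5 lower. In the fat body 622 genes were called, 266 higher and 356 lower at TP2. LOC100645830 was higher by a log2 of 0.94 (SE 0.15, adjusted p = 0.0135), at 621.6 ± 111 (SD, n = 6) against 324.3 ± 60.4 (SD, n = 6). LOC100643607 changed by -2.03 (SE 0.33, adjusted p = 0.0135), at 555.1 ± 306 against 2077 ± 814. LOC100651474 (1.62) and LOC100650158 (-1) were the next named, and the groups did not overlap for any of these 4. The fat body count was 53 without egg removal TP2 replicate 5 and 1480 without egg removal TP2 replicate 3, and scaling to the same total gave 1848 higher and 62 lower. In the ovary of egg removal queens limma called 0 genes. An unadjusted p under 0.05 was reached by 286 genes, where 520 are expected by chance, and weights per library and per group gave 227 and 4 calls.

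Whether the change with age differed between treatments was tested by the interaction. In the brain limma called 0 genes, with a smallest adjusted p of 0.0709. There, 446 genes had an unadjusted p under 0.05, where 519 are expected by chance, and weights per library gave 4 calls. In the fat body 109 genes were called, 83 with a more positive and 26 with a more negative change in egg removal. LOC100647993 had a log2 difference of 1.23 (SE 0.21, adjusted p = 0.0265). Its mean went from 3171 to 2240 in control and from 1767 to 2912 in egg removal. LOC100645750 had -0.88 (SE 0.16, adjusted p = 0.0265), with means from 1158 to 1594 in control and from 1775 to 1333 in egg removal. The fat body count was 0 without control TP2 replicate 3, egg removal TP1 replicate 3, or egg removal TP2 replicate 1, 4 or 5, each left out alone, and 475 without egg removal TP2 replicate 3, 245 more positive and 230 more negative. Weights per library gave 961 more positive and 874 more negative, weights per group gave 0 calls, with both named genes at an adjusted p of 0.0517, and the replicate number as a block gave 69. Scaling to the same total gave 546 more positive and 7 more negative, without LOC100645750 (adjusted p 0.26). In the ovary 3625 genes were called, 1823 more positive and 1802 more negative. LOC100650005 had a log2 difference of 1.19 (SE 0.17, adjusted p = 0.00527), and LOC100645516 had -2.26 (SE 0.34, adjusted p = 0.00548). Without any 1 library the ovary count stayed between 2687 and 5010, and with estimated depth as a covariate it was 2082.

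Across genes, the changes with age in control and in egg removal had a Pearson r of 0.218 in the brain, 0.281 in the fat body and 0.418 in the ovary, with Spearman rho of 0.335, 0.203 and 0.386. Without egg removal TP2 replicate 2 the brain r was 0.0756. The signs were the same for 65.3%, 55.7% and 63.2% of genes, and for 70.1%, 51.4% and 59.9% with libraries scaled to the same total. With time points reassigned within treatments, 19 of 100 assignments gave as large an r in the brain, 5 of 100 in the fat body and 2 of 100 in the ovary, the real ones included. Genes called in both treatments numbered 3 in the brain and 15 in the fat body, where 0.129 and 7.73 are expected by chance. All 3 and 13 of the 15 had the same direction. In the ovary no gene could be called in both, since 0 were called in egg removal. Across genes, the egg removal effect at TP1 and the change with age in control had r of -0.193 in the brain, -0.132 in the fat body and -0.0948 in the ovary. The sign changed without control TP2 replicate 1 in the fat body (0.00587) and without control TP1 replicate 3 (0.0197) or 5 (0.0294) in the ovary. These share control libraries, and unchanged groups simulated with the same controls gave medians of 0.506, 0.375 and 0.404 with lower 95% limits of 0.0253, 0.0102 and 0.0422. As low a value came from 1, 0 and 0 of 100 simulated sets. With control libraries divided so that none was shared, r was -0.359, -0.222 and -0.16, and 7, 16 and 25 of 100 simulated unchanged sets gave values as low.

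Between tissues, called genes were compared over the 10175 genes tested in all 3, and no difference between tissues was tested. The expected numbers assume that calls in the tissues are independent. At TP1, 100 genes were called between treatments in both brain and fat body (80.2 expected). At TP2, 86 genes were called in both brain and fat body (41 expected), 555 in both brain and ovary (525 expected) and 306 in both fat body and ovary (282 expected). For age in control the numbers were 10 in brain and fat body (3.31 expected), 182 in brain and ovary (165 expected) and 82 in fat body and ovary (79.3 expected). For age in egg removal 1 gene was shared by brain and fat body (0.301 expected), and for the interaction 37 genes were shared by fat body and ovary (37.2 expected). The remaining overlaps were 0 because 0 genes were called in 1 of the tissues.

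Kr-h1 and Def, the genes of the fixed lists with a symbol, were called in 3 and 2 of the 12 simple comparisons of treatments or time points when adjusted over all genes, and in 7 and 6 when adjusted over the list alone. Kr-h1 was higher in egg removal in the fat body at TP1, by a log2 of 0.83 (SE 0.19, adjusted p = 0.00245), at 1868 ± 357 (SD, n = 6) against 1046 ± 148 (SD, n = 6). This rests on the scaling, since its share of the library was 0.00386 ± 0.00062% against 0.00368 ± 0.000685% and its log2 change 0.08 (adjusted p = 0.785) with libraries scaled to the same total. In the brain at TP2 it was higher by 0.62 (SE 0.18, adjusted p = 0.0403), at 990.3 ± 140 (SD, n = 5) against 670.2 ± 223 (SD, n = 5), and lost its call in 10 of 25 alternatives, fits without 1 library included and the limit on size left out. In egg removal queens its fat body level changed with age by -0.72 (SE 0.19, adjusted p = 0.0296), and lost its call in 7 of 24. Def in the ovary was lower in egg removal at TP2, by -4.31 (SE 1.2, adjusted p = 0.00419), at 677.4 ± 927 (SD, n = 6) against 17950 ± 26500 (SD, n = 6). It was higher with age in control by 4.2 (SE 1.2, adjusted p = 0.00466), from 2356 ± 5220 (SD, n = 6). Single libraries set these means, with control TP1 replicate 6 at 13020 (next 393.6) and control TP2 replicate 1 at 68790 (next 25110). For both Def comparisons the groups overlapped, and the calls were lost in 2 and 1 of 24 alternatives, with adjusted p up to 0.0795 and 0.0941. In the other simple comparisons the adjusted p lay between 0.0529 and 1 for Kr-h1 and between 0.0734 and 1 for Def. No interaction was called for either gene, with smallest adjusted p of 0.453 and 0.438.

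**Figure D3:**
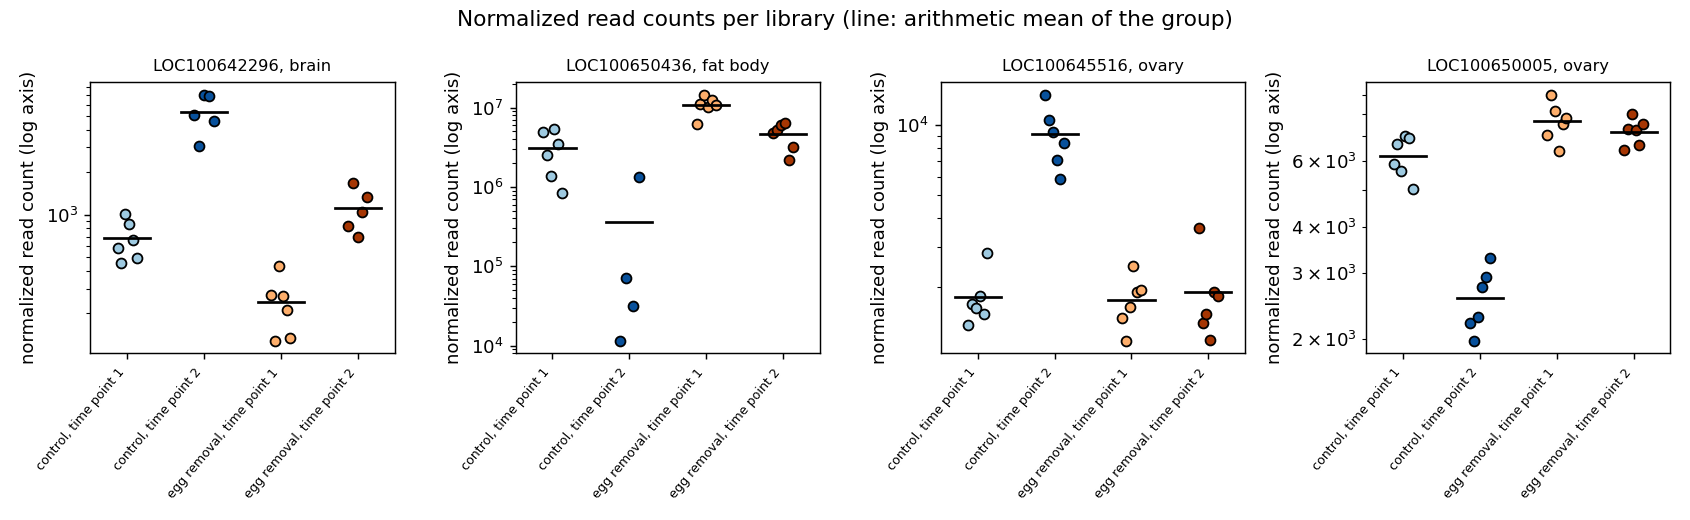
Normalized counts per library on a log axis for LOC100642296 in the brain, LOC100650436 in the fat body, and LOC100645516 and LOC100650005 in the ovary, by group, with lines at arithmetic group means. LOC100650436 in the fat body averaged 362000 in control TP2, where replicate 5 was at 1335000 and the others at 70360 or less, and 4594000 in egg removal TP2.

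Single genes took large shares of some libraries. LOC100650436 held 22.4 ± 4.31% (SD, n = 6) of the total in fat body egg removal TP1, 10.5 ± 5.45% (SD, n = 6) in control TP1, 12.7 ± 4.03% (SD, n = 6) in egg removal TP2 and 1.27 ± 2.31% (SD, n = 4) in control TP2, where replicate 5 held 4.73% and the others 0.0473 to 0.157%. LOC100644055, chosen after its values were seen, held between 0.014% and 23.3% of the total in brain libraries. Its highest share was 0.00695% in the fat body and 0.0312% in the ovary. In the brain it exceeded 1% in 2 of 6 control TP1, 0 of 5 control TP2, 3 of 6 egg removal TP1 and 4 of 5 egg removal TP2 libraries.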

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

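The tests with depth, LOC100644055 or the level of fat-body-enriched genes as a covariate were added after the data were seen. Chosen only after the results were seen were, for the ovary, the tests of carry-over, of a swap, of the share of RNA by cell origin and of pairs of libraries, and for the brain the tests of LOC100644055 in the other tissues and of the level of other fat-body-enriched genes, the covariate against the fat body of the same group included.

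The change with age differed between treatments by test for 109 genes in the fat body and 3625 in the ovary. The named genes were LOC100647993 (1.23) and LOC100645750 (-0.88) in the fat body, and LOC100650005 (1.19) and LOC100645516 (-2.26) in the ovary, as log2 differences. Treatments were redrawn within each time point in 100 divisions of the libraries. Of these, 1 gave as many genes as the real one in the fat body and 2 in the ovary, the real one included. Redrawing also moves any effect of treatment shared by the time points into the spread, which can lower the calls without an interaction. These divisions therefore cannot exclude chance for the interaction. The fat body count depended on single libraries. It was 0 without control TP2 replicate 3, egg removal TP1 replicate 3, or egg removal TP2 replicate 1, 4 or 5, each left out alone. It was 4 without egg removal TP1 replicate 2, 319 without control TP2 replicate 5, 323 without egg removal TP2 replicate 2, 475 without replicate 3 and 182 without replicate 6 of that group. It was 33, 34 and 49 without control TP1 replicates 3, 2 and 4, 71 without control TP2 replicate 2, and 72 and 58 without egg removal TP1 replicates 5 and 6. With all libraries kept, weights per group gave 0 calls in the fat body and adjusted p of 0.0517 for both named genes, the replicate number as a block gave 69, and scaling to the same total gave 553, without LOC100645750. In the ovary no single library moved the count by more than 1.5 times.

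In the ovary, the calls between treatments at TP2, with age in control and for the interaction share the control TP2 libraries, which stood apart from the other 3 groups. Sets of genes enriched in 1 tissue were defined from control TP1 libraries after the data were seen. The median of 280 ovary-enriched genes in control TP2 libraries lay between -5.49 and 0.11 on the log2 scale against control TP1, and fell by at least 1 in 5 of 6 libraries. RNA carried over from fat body or brain is argued against. The 5 libraries would need 63.4 to 97.8% of their RNA replaced. The 10 most abundant fat-body-enriched genes reached a median of at most 0.29% of their fat body level there, and the brain-enriched genes at most 0.26% of their brain level, although single genes reached 20% and 12%. A swap of single libraries between ovary groups is argued against too, since 0 of 18 other libraries showed the fall. An exchange of whole groups would give the same count, so it was not tested. Depth as the whole cause is argued against by 4480 genes called at TP2 with depth as a covariate, 4277 of them among the 6124. A pair of libraries deciding the calls at TP2 or with age in control is argued against, since at least 4666 and 5014 genes were called without any 2 control TP2 libraries. The interaction depended more on pairs. It fell to 1592, 1456 and 1811 without replicate 1 and replicate 2, 3 or 4, to 1679 without replicates 2 and 4 and to 1489 without 3 and 4, and rose to 5897 without 5 and 6. A lower share of RNA from the cells that use the ovary-enriched genes stays open. In 5 of 6 libraries these genes were down while 162 genes higher in both brain and fat body were up, by medians of 1.11 to 4.35. In replicate 5 the first set was at 0.11 and the second at 1.72. Without cell counts, this share and a change within cells cannot be told apart, and RNA from a tissue not measured here was not tested. An effect of age or treatment, which the design names, stays open as well.

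Within groups of 4 to 6 libraries, 28 of 208 sets of values had a library whose gap to its nearest neighbour took an unusual part of the whole range. Chance alone gives about 10. The values were tested as counts and not as logs, and covered depth, the first principal component, the share of the top gene, and the genes named in the text, many of which are called and share libraries. The part of the range taken by the gap follows in each case. In the brain it was 0.639 for the share of the top gene in control TP1 replicate 5, 0.66 for LOC100644055 in that library and 0.774 for LOC100648836 there. It was 0.811 for LOC100650119 in control TP2 replicate 1, 0.807 for Def in egg removal TP1 replicate 1, and 0.81 for the first principal component in egg removal TP2 replicate 2. In fat body control TP1 it was 0.74 for LOC100648724 in replicate 1, 0.924 for LOC105666040 in replicate 6 and 0.728 for LOC100644055 in replicate 5. In fat body control TP2 it was 0.955 for LOC100650436 in replicate 5, at 1335000 against 70360 for the next, and 0.838 for LOC100650158 in replicate 2. In fat body egg removal TP1 it was 0.642 for LOC100649058 in replicate 5, 1 for LOC105666040 in replicate 1, where the other libraries were at 0, and 0.762 for LOC100644055 in replicate 3. In fat body egg removal TP2, replicate 2 had 0.681 for LOC100650158 and 0.869 for Def. In ovary control TP1, replicate 6 had 0.683 for LOC100645516, 0.974 for Def and 0.741 for LOC100644055. In ovary control TP2 it was 0.646 for Def in replicate 1 and 0.989 for LOC100644055 in replicate 5, at 16390 against 198.5 for the next. In ovary egg removal TP1 it was 0.675 for the share of the top gene, 0.73 for LOC105666040 and 0.843 for LOC100650436, all in replicate 5, and 0.766 for LOC100646500 in replicate 2. In ovary egg removal TP2 it was 0.703 for LOC100645516 in replicate 1, 0.631 for Def in replicate 6 and 0.781 for LOC100644055 in replicate 3. No biological explanation was tested for single queens, and no batch is given in the labels.

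LOC100644055 stood apart in 1 library of several groups and took up to 23.3% of a brain library. Brain egg removal TP2 replicate 2 was flagged above for the first principal component. It was the only library of its group where LOC100644055 did not exceed 1%. RNA carried over from fat body or ovary is argued against as the source of its brain level, since its highest share in any fat body or ovary library was 0.0312%. RNA from cells that make LOC100644055 is argued against as the whole cause of the brain calls at TP2. With LOC100644055 as a covariate 1407 genes were called, 693 of them among the 890. Variation between queens, or in how much tissue beside the brain was taken, was not tested.

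LOC100650436, which held up to 27.4% of a fat body library, also varied in the brain. Set against its mean fat body share in control TP1, it reached 0.013 to 0.18% in control TP2, 0.054 to 4.4% in control TP1, 1.4 to 14% in egg removal TP1 and 0.53 to 6.3% in egg removal TP2. Its fat body share itself differed between groups. Against the fat body mean of the same group, it reached 0.11 to 1.5%, 0.054 to 4.4%, 0.64 to 6.7% and 0.44 to 5.2%. The first of these rests on fat body control TP2 replicate 5, without which it was 1.2 to 17%, so the share in control TP2 is not well known. RNA carried over from fat body stays open as the source. In the 13 brain libraries where it exceeded 1% of its control TP1 level, the median of 10 other abundant fat-body-enriched genes lay between 0.55% and 7.8% of theirs. Against the fat body of the same group these genes reached 0.62 to 2% in control TP2, 0.22 to 3.5% in control TP1, 0.84 to 12% in egg removal TP1 and 0.76 to 5.4% in egg removal TP2. Without fat body control TP2 replicate 5 their range in control TP2 was 0.62 to 2.1%. Carry-over needs like shares in the same library. Taken against the fat body of the same group, the brain libraries of control TP2 differed in this. Replicates 1, 2 and 3 had 0.11, 0.16 and 0.31% for LOC100650436 against 0.62, 1.7 and 1.2% for the others. Replicates 4 and 6 had closer shares, 1.2% against 2% and 1.5% against 0.62%. The values for LOC100650436 rest on fat body control TP2 replicate 5, so this comparison cannot decide on carry-over. The set was defined to allow a low level in the brain, so a base level there and carried-over RNA cannot be told apart. Fat body RNA is argued against as the whole cause of the brain calls. With the level of the 10 other genes as a covariate, 276 genes were called at TP1, 229 of them among the 246, and 1005 at TP2, 866 of them among the 890. With that level taken against the fat body of the same group, 203 genes were called at TP1, 152 of them among the 246, and 965 at TP2, 822 of them among the 890. A part in the calls of fat-body-enriched genes is not excluded.

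For 4 genes every library moved one way in 1 tissue and the opposite way in another, and these differences between tissues were not tested. LOC100648224 was higher in egg removal at TP2 in the ovary (2.17) and lower in the brain (-2.37). LOC105667024 was higher in that comparison in the ovary (1.49) and lower in the fat body (-1.08). With age in control, LOC100648724 rose in the ovary (1.36) and fell in the fat body (-1.05), and LOC100643607 rose in the ovary (2.2) and fell in the fat body (-1.03). The ovary side rests on the control TP2 libraries discussed above, and no further explanation was tested.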

How the results depend on the processing

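Depth or another measure as a covariate, weights per group, scaling to library totals, quantile normalization of the correlation of changes with age, and leaving out libraries for the correlation of egg removal with age were chosen after the data were seen. The cause was not tested for any change given here, except where a size limit explains it by construction.

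With no filter, the stricter filter, pseudocounts of 0.1 and 5, and no robust option, all 15 counts of called genes stayed within 1.5 times. Quantile normalization moved 2 counts, fat body age in control to 242 and in egg removal to 313. It changed no share of higher calls by more than 10 points and no median log2 change by more than 0.1. Weights per library raised 12 counts. In the brain they gave 898 at TP1, 2326 at TP2, 1156 and 46 for age in control and egg removal, and 4 for the interaction. For the fat body they gave 1932 at TP2, 1418 and 2141 for age in control and egg removal, and 1835 for the interaction. In the ovary they gave 678 at TP1, 227 for age in egg removal and 6350 for the interaction. A fit of the 2 groups alone, with fewer libraries behind the spread, gave 538 at TP2, 112 for age in control and 0 for age in egg removal in the brain. It gave 0 at TP2, 0 for age in control and 174 for age in egg removal in the fat body, and 40 at TP1 in the ovary. A log2 change of at least 1 left, by construction, 41 at TP1, 134 at TP2 and 46 for age in control in the brain. It left 1326 at TP1, 295 at TP2, 79 and 189 for age in control and egg removal in the fat body, and 3365 at TP2, 3498 for age in control and 2262 for the interaction in the ovary.

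The share of higher genes changed by more than 10 points in the following cases with at least 20 calls among all libraries. Weights per library took it from 30.1% to 48.8% for brain TP1, from 67.8% to 48.7% for brain age in control and from 76.1% to 52.4% for the fat body interaction. LOC100644055 as a covariate gave 43.9% for brain TP1, 53% for brain TP2 (42.9% without it) and 52.1% for brain age in control. Scaling to the same total gave 4.08% at TP1, 6.27% at TP2 and 96.3% for age in control in the brain. It gave 3.55% at TP1 (51% without it), 19.2% at TP2 (50.2%), 96.8% for age in egg removal (42.8%) and 98.7% for the interaction in the fat body. Weights per group gave 21.4% for fat body age in control (38% without them). The limit on size gave 19.5% at TP1, 26.1% at TP2 and 80.4% for age in control in the brain, and 37.6% at fat body TP1 (51% without it). In the ovary it gave 37.9% at TP2 (49.1%), 62.1% for age in control (50.3%) and 34.4% for the interaction (50.3%). Among fits without single libraries, brain age in control had 50.1% without control TP2 replicate 3, and brain TP1 41.5% without egg removal TP1 replicate 5. Fat body age in control had 23.3% without control TP1 replicate 2 and 23.1% without control TP2 replicate 1. The fat body interaction had 65.8% without control TP2 replicate 5, 100% without egg removal TP1 replicate 2 and 51.6% without egg removal TP2 replicate 3.

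With estimated depth as a covariate, fat body TP1 fell to 1650 (1498 among the 3364), fat body age in control rose to 715 and the fat body interaction to 254, ovary TP1 rose to 2 and the ovary interaction fell to 2082. Weights per group gave 136 for brain age in control. They gave 32 at TP2, 14 for age in control and 0 for the interaction in the fat body, and 434 at TP1 and 4 for age in egg removal in the ovary. With each library scaled to the same total the brain gave 49 at TP1, 287 at TP2, 27 for age in control and 3 for age in egg removal. The fat body gave 6080 at TP1, 37 for age in control, 1910 for age in egg removal and 553 for the interaction, and no ovary count moved. LOC100644055 as a covariate raised brain counts to 394 at TP1, 1407 at TP2, 657 for age in control and 9 for age in egg removal. The level of fat-body-enriched genes as a covariate, against control TP1, moved no brain count by more than 1.5 times. Against each library's own group it gave 1 gene for the brain interaction and moved no other brain count that far.

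The replicate number was not taken to pair libraries within a tissue. Deviations of same-numbered libraries correlated between -0.54 and 0.66, and in 0 of 12 comparisons was every pair above 0.1. Their mean per comparison lay between -0.081 and 0.2, the highest in the ovary at TP1 (-0.037 for other numbers). A weak relation could not meet that limit and was not tested by permutation, so it is not excluded. With the number as a block the fat body gave 255 genes at TP2, 15 for age in control and 69 for the interaction, and the other 12 counts stayed within 1.5 times. Of the named genes only Kr-h1 in the brain at TP2 changed its call under the block, with an adjusted p of 0.101.

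Leaving out single brain libraries gave 132 to 460 genes at TP1 (246 with all libraries). Values moved without control replicates 1 (138), 2 (139), 3 (132) and 5 (159) and egg removal replicates 1 (139), 2 (142), 3 (139), 4 (145) and 5 (460). At TP2 (890 with all libraries) the range was 504 to 1761, and values moved without control replicates 3 (1761) and 4 (527) and egg removal replicates 3 (504) and 4 (551). Age in control (267 with all libraries) ranged from 140 to 653, and moved without TP1 replicates 2 (140), 4 (150) and 6 (173) and TP2 replicates 3 (653) and 6 (176). Age in egg removal (5 with all libraries) ranged from 4 to 24, and moved without TP1 replicate 5 (24). The brain interaction (0 with all libraries) ranged from 0 to 2, with 1 without control TP2 replicate 2, 2 without control TP2 replicate 3 and 1 without egg removal TP1 replicate 1.

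In the fat body, TP1 stayed between 2672 and 3323 (3364 with all libraries). TP2 (478 with all libraries) ranged from 12 to 1374, and moved without control replicates 1 (12), 2 (220), 3 (124) and 5 (1374) and egg removal replicates 1 (273), 2 (295), 3 (186), 4 (203) and 6 (860). Age in control (129 with all libraries) ranged from 10 to 644, and moved without TP1 replicates 1 (73), 2 (30), 3 (42) and 4 (42) and TP2 replicates 1 (13), 2 (10), 3 (20) and 5 (644). Age in egg removal (622 with all libraries) ranged from 53 to 1480, and moved without TP1 replicates 2 (121), 3 (76) and 6 (370) and TP2 replicates 1 (106), 3 (1480), 4 (299), 5 (53) and 6 (351). The interaction (109 with all libraries) ranged from 0 to 475. It moved without control TP1 replicates 2 (34), 3 (33) and 4 (49), control TP2 replicates 2 (71), 3 (0) and 5 (319), egg removal TP1 replicates 2 (4), 3 (0), 5 (72) and 6 (58), and egg removal TP2 replicates 1 (0), 2 (323), 3 (475), 4 (0), 5 (0) and 6 (182).

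In the ovary, TP1 (0 with all libraries) ranged from 0 to 9, with 1 without control TP1 replicate 5 and 9 without egg removal TP1 replicate 5. TP2 stayed between 5438 and 6655, age in control between 5768 and 6925, age in egg removal at 0, and the interaction between 2687 and 5010.

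The correlations of the changes with age in both treatments stayed within 1 jackknife standard error without the filter, after quantile normalization, with libraries scaled to the same total and with the block. That error is no limit for fits without single libraries, since it is built from them. Without single libraries the correlations ranged from 0.0756 to 0.32 in the brain (0.218 with all libraries), 0.191 to 0.33 in the fat body (0.281) and 0.269 to 0.449 in the ovary (0.418). The lowest came without egg removal TP2 replicate 2, control TP2 replicate 1 and egg removal TP2 replicate 3. The correlations of the egg removal effect with age ranged from -0.254 to -0.0597 in the brain, -0.199 to 0.00587 in the fat body and -0.172 to 0.0294 in the ovary. Their sign changed without control TP2 replicate 1 in the fat body (0.00587) and without control TP1 replicates 3 (0.0197) and 5 (0.0294) in the ovary.

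Among the 46 called results for named genes, none changed direction. The limit of 1 on the absolute log2 change was planned for counts only and is not among the alternatives here, and 15 of the 46 results lie under it, all 3 of Kr-h1 included. Of the other alternatives that keep all libraries of the groups compared, 31 values (23 results) lost the call and 559 kept it, and without single libraries 22 values (4 results) lost it and 543 kept it. Those 4 were Kr-h1 in the brain at TP2 (largest adjusted p over its alternatives 0.408), Kr-h1 in the fat body with age in egg removal (0.385), and the fat body interactions of LOC100647993 (0.0738) and LOC100645750 (0.26). Brain Kr-h1 lost its call without control TP2 replicate 1 (0.44) or 2 (0.61) or egg removal TP2 replicate 1 (0.58), 3 (0.62), 4 (0.6) or 5 (0.57), as log2 changes. Fat body Kr-h1 lost it without egg removal TP1 replicate 2 (-0.67), 3 (-0.68) or 4 (-0.67) or TP2 replicate 1 (-0.72) or 5 (-0.62). LOC100647993 lost it without control TP2 replicate 3 (1.18), egg removal TP1 replicate 3 (1.17), or TP2 replicate 1 (1.21), 4 (1.24) or 5 (1.14). LOC100645750 lost it without the same libraries (-0.88, -0.85, -0.81, -0.86 and -0.86) and without egg removal TP1 replicate 2 (-0.85).

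Among the alternatives added later, weights per group took the call from both fat body interactions (adjusted p 0.0517 each) and from Def in the ovary at TP2 (0.0795) and with age in control (0.0941). The depth covariate took it from Def at TP2 (0.0544), and the LOC100644055 covariate from Kr-h1 in the brain at TP2 (0.14). Scaling to the same total took the call from 13 results, 8 in the brain and 5 in the fat body, all 3 of Kr-h1 included.

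Alternatives that need counts were not run, since the tables hold normalized values, nor were those for the fixed lists, since there were no product names. Differences between tissues were planned only for counts and were left out. Estimated depth differs between libraries by several times in the fat body, so low values there rest on fewer reads in some libraries than in others.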

Other observations

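The tests of depth in the fat body and of redrawn labels were set out before their results were seen, although the depth covariate and the scaling to library totals were added after the data were seen. Those of replicate numbers across tissues and of egg removal against the direction of age were chosen or reworded after results were seen.

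Labels were redrawn in 100 divisions per comparison, the real one included, and divisions with at least as many calls were counted. In the brain, 3 divisions did so for egg removal against control at TP1, 1 at TP2, and 2 for age in control. Chance division is argued against for these, but the ranks were not adjusted over the comparisons. Redrawn labels gave at most 1286, 469 and 710 genes, against 246, 890 and 267 with the real ones. For age in egg removal 6 of 100 gave at least 5 genes, so chance is not excluded there. In the fat body the counts were 1 at TP1, 2 at TP2, 2 for age in control and 1 for age in egg removal, and in the ovary 1 at TP2 and 1 for age in control. Chance division is argued against for these as well, with the same limit. In the same order, redrawn labels gave at most 1372, 993, 354 and 499 genes in the fat body. In the ovary they gave at most 4812 and 6142. For the ovary at TP1, ovary age in egg removal and the brain interaction 0 genes were called, so 100 of 100 divisions gave as many.

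In the fat body most calls were between treatments at TP1, where egg removal libraries were deeper. Depth as the whole cause is argued against by 1650 genes called with depth as a covariate. Depth as part of the cause fits a test in libraries outside the comparison. Within the 2 TP2 groups (10 libraries), deeper libraries lay further towards egg removal along the TP1 effect, with Pearson r = 0.782 (permutation p = 0.00361) and Spearman rho = 0.806 (permutation p = 0.0144). Both tests were 2-sided with 1e+05 permutations, and this was the only relation of the kind computed. Without the 2 libraries of most extreme depth r was 0.69. Scaling distorted by an abundant gene is argued against as the whole cause, since 2643 genes were called after quantile normalization, 2105 of them among the 3364. The directions do depend on the scaling. With libraries scaled to the same total 6080 genes were called, 5864 of them lower in egg removal. An effect of treatment stays open, and its size apart from depth is not known.

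Libraries of different tissues with the same group and replicate number deviated from their group means together more than libraries with other numbers. The mean correlation across genes over the 3 pairs of tissues was 0.071 for same numbers and -0.014 for others (permutation p = 1e-05, 1-sided, the smallest 1e+05 permutations can give). By pair, the permutation p was 0.00143 for brain and fat body, 0.00108 for brain and ovary and 1e-05 for fat body and ovary, or 0.00143, 0.00143 and 3e-05 after adjustment. The same number may mark the same queen, or tissues handled together, which these data do not separate. Tests were made within tissues and do not rest on this. The numbers of genes expected in common between tissues do, since they assume independent tissues, and they were not corrected for it.

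Across genes, the egg removal effect at TP1 and the change with age in control had negative correlations, with r of -0.359 in the brain, -0.222 in the fat body and -0.16 in the ovary when no library was shared. With shared libraries the sign changed without 1 control library in the fat body (0.00587) and in the ovary (0.0197 and 0.0294). In simulated unchanged groups 7, 16 and 25 of 100 sets gave values as low. With shared control libraries r was -0.193, -0.132 and -0.0948, and 1, 0 and 0 of 100 simulated sets were as low. That excludes, at this resolution, that expression was unchanged in every group compared. It does not decide the direction, since real changes with no relation to each other also lower a correlation that shared libraries raise. An effect against the direction of age and chance therefore cannot be told apart, because the values with no shared library lie within those of unchanged groups.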
